A study of Caenorhabditis elegans with 48 samples. Its data were reported in "Alternative somatic and germline gene-regulatory strategies during starvation-induced developmental arrest" (2022).

How the data were processed

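Gene expression was measured by mRNA-seq in whole animals of the Caenorhabditis elegans wild type N2 kept in a buffer without food from the embryo onwards, so that the larvae hatched into arrest at the first larval stage (L1 arrest). The 48 libraries fell into 12 time points, from -2 h (before the nominal hatch) to 288 h, with 4 biological replicates numbered 1, 5, 6 and 8 at each. Per the study's methods, all replicates but one were each sampled over time from a single culture, and the remaining one combined several cultures. Its number was not stated, so a replicate number pairs libraries without naming a single culture in every case. The replicate numbers were checked against the values: after the mean of each time point was removed, the median Pearson r across genes was 0.213 over the 264 pairs of libraries that shared a replicate number and came from different time points, and -0.0750 for pairs with different replicate numbers. The deviations within a time point cancel out, so the second value follows largely from the first and is not separate evidence. Of the 48 libraries, 45 matched their own replicate number best, and the 3 exceptions were all at -2 h.

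The deposited values were raw counts, with 1 table per library. The authors mapped single-end Illumina reads of poly(A) RNA with bowtie, allowing up to 2 locations per read, to the WS210 genome release, and counted reads per gene with HTSeq. The strand mode of the counting and the versions of both tools were not stated, so values of overlapping genes and of close paralogs carry that uncertainty. Each table held 44968 genes and 5 summary entries for reads without a gene. Those summary entries took a mean of 24.8% of the reads in a library (range 21.1 to 29.7%) and were left out of the totals. The genes received 10164115 to 15962842 counts per library, with a median of 12449156.5, and a mean of 81.5% of reads had aligned (SD 2.02 over the 48 libraries). No molecular identifiers were used, so intervals and floors here cover counting error only. A count of up to 3 in every library of a group was treated as a floor.

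Gene symbols, biotypes and exon lengths came from a current annotation (RefSeq and Ensembl on WBcel235) joined by sequence name. Genes with more than 1 CPM (counts scaled to the library total) in at least 4 libraries were kept, as in the study, which left 16987 genes. Of these, 16678 matched a RefSeq entry, 14 matched the Ensembl annotation alone, 295 matched neither and kept their sequence name, and 15694 were protein coding. No genome coordinates are given, because the tables carry none and the annotation belongs to another release.

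Counts were scaled with TMM factors in edgeR 4.0.16 (R 4.3.3), since the study's description names no scaling factors. Change over all 12 time points was tested as in the study, with the edgeR generalized linear model and a likelihood ratio test. Pairs of time points were tested with the edgeR quasi-likelihood F test in a fit of all 48 libraries, 2-sided, with Benjamini-Hochberg adjustment (FDR) within each comparison and a threshold of 0.05. The common biological coefficient of variation was 0.188. Standard errors of log2 fold changes were derived as the size of the log2 fold change divided by the square root of F. Mean CPM are given with the SD over 4 replicates. Principal-component analysis and distances used log2 mean-normalized CPM, with 1 added to each CPM and to the gene's mean. The rate of change from one time point to the next was the Euclidean distance over all 16 pairs of libraries divided by the hours between them. Because the 16 pairs share libraries, tests between intervals used the 4 distances within replicate numbers in 2-sided exact permutation tests, whose smallest possible p with 4 against 4 values is 0.0286. The same test paired by replicate number, added after the data were seen, cannot give less than 0.125. A noise-corrected rate subtracted the mean squared distance among replicates of the same time point before the square root was taken. This correction was chosen after the data were seen.

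Genes past an FDR of 1e-30 were assigned to the time point of their highest mean CPM. They were also clustered by a quality-threshold algorithm on 1 minus the Pearson r of the 12 mean CPM, with a maximum distance of 0.2. Early change was taken as 12 h against 0 h and late change as 288 h against 24 h, which share no library. For each of these, the named genes were the 5 largest rises and the 5 largest falls in log2 fold change among genes with a symbol, an FDR under 0.05, a mean CPM of at least 10 over all libraries and the same direction in all 4 replicates. Of the regulators that the study discusses, 9 were added as a fixed list, with aak-2 standing for AMPK. They were adjusted both over all genes and over the list alone. In addition, 10 gene lists from general knowledge were tested with camera in limma 3.58.1, with the correlation between genes estimated from the data, 2-sided, and adjusted over the 20 tests of both comparisons. The samples, comparisons, tests, rule for named genes, gene lists and most alternatives were fixed before the data were examined.

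The alternatives were no scaling factor, DESeq2 size factors, upper-quartile scaling, no filter on low counts, a filter at a mean CPM of 10, leaving out each replicate, replicate as a block, DESeq2 1.42.0 in place of edgeR, a fit of only the compared groups, the other edgeR test, a minimum change of 2-fold, a pseudocount of 0.1, the 4 distances within replicate numbers alone, log2 values or a maximum distance of 0.1 for clustering, an FDR of 0.05 for the choice of genes by peak, a late end point of 192 h, and for gene lists a preset correlation of 0.01 and fry. Leaving out ribosomal RNA genes, leaving out the 2 libraries with the most ribosomal RNA, and the corrected rate were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9 was used for the rest.

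The procedure was tested on simulated data with 200 changed genes among 16436. The changed genes came only from those with higher counts, so recovery of weakly expressed genes was not tested. They changed at 288 h alone. The simulation held neither widespread change nor differences shared within a replicate number, so it does not test the procedure under these. The test over all time points recovered 93.5% of the changed genes with 54 false calls. The pairwise test recovered 93.5% with 12 false calls, and all changes of 4-fold (100%) were recovered. In the test over all time points, false calls were a larger part of the genes called than an FDR of 0.05 allows. Its counts in the real data may therefore hold more false calls than that threshold states. A simulated comparison without any change gave 1 call, with 5.00% of genes at an unadjusted p under 0.05. The clustering recovered 5 simulated groups over 710 genes with a purity of 100%, and the corrected rate came to 1.00 times the simulated one, against 1.23 times without the correction.

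Genes of any biotype that passed the filter, 6 ribosomal RNA genes among them, stayed in the tests, and reads without a gene were used only to describe the libraries. Target lists of individual regulators and tissue enrichment from other published data were not used here.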

Results

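The study followed gene expression in starved larvae from before hatching until most of them had died, in order to see when expression changes during L1 arrest. mRNA-seq counts were available for 12 time points, spaced by 2 to 3 h from -2 to 12 h and followed by 24, 48, 96, 192 and 288 h, with 4 libraries at each, 1 from each of 4 replicates. The replicates are named here by their numbers 1, 5, 6 and 8. Libraries held 10164115 to 15962842 gene counts, and the mean per time point ran from 11102288 at -2 h to 14350263 at 192 h. Ribosomal RNA genes took a median of 3.21% of the gene counts of a library. In the -2 h library of replicate 6 they took 49.5% (95% Wilson interval 49.50 to 49.56), and in the 24 h library of replicate 8 they took 29.2% (interval 29.15 to 29.20). The next highest share was 9.89%. No single gene other than ribosomal RNA took more than 1.94% of the counts of any library.

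How many genes change at any point of the time series was tested over all 12 time points at once. The edgeR likelihood ratio test gave 14427 of 16987 genes (84.9%) at an FDR under 0.05, and 6029 genes (35.5%) at an FDR under 1e-30. The alternative that moved the first count most was a filter at a mean CPM of at least 10, which left fewer genes to test and gave 8209. The count at 1e-30 depended on the test, since the edgeR quasi-likelihood test gave 238 genes at that threshold and 13914 at 0.05.

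Principal-component analysis asked whether the libraries are ordered by the duration of arrest. The first component held 58.8% of the variance and the second 15.4%. The mean score on the first component rose at each time point, from -94.8 (SD 2.76, n = 4) at -2 h through 0.212 (SD 6.78, n = 4) at 12 h to 96.1 (SD 6.18, n = 4) at 288 h. The second component separated both ends of the series from its middle, with mean scores of 63.9 (SD 11.6, n = 4) at -2 h, -28.0 (SD 6.38, n = 4) at 6 h and 56.1 (SD 6.06, n = 4) at 288 h. With a pseudocount of 0.1 the first component held 49.2%, and with genes at a mean CPM of at least 10 it held 69.3%.

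**Figure D1:**
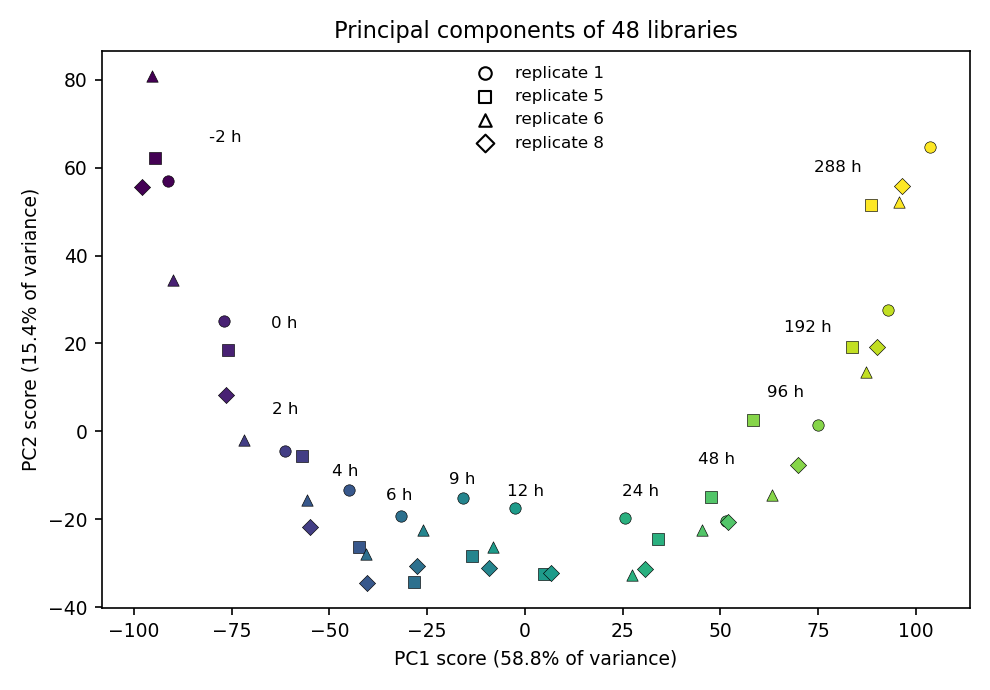
Scores of the 48 libraries on the first component (x axis, 58.8% of the variance) and the second (y axis, 15.4%), in log2 units of mean-normalized CPM; each point is 1 library, coloured and marked by h of L1 arrest, with a shape for each replicate. Time points run from left to right in order, and -2 h and 288 h both lie high on the second component.

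Each of the 11 steps between adjacent time points was tested to see when expression changes. The edgeR quasi-likelihood test gave 4051 genes at an FDR under 0.05 from -2 to 0 h (1959 higher, 2092 lower), 811 from 0 to 2 h (207 higher, 604 lower), 200 from 2 to 4 h (79 higher, 121 lower) and 74 from 4 to 6 h (19 higher, 55 lower). It gave 352 genes from 6 to 9 h (103 higher, 249 lower), 140 from 9 to 12 h (79 higher, 61 lower), 1623 from 12 to 24 h (723 higher, 900 lower) and 535 from 24 to 48 h (291 higher, 244 lower). The later steps gave 698 genes from 48 to 96 h (345 higher, 353 lower), 2395 from 96 to 192 h (1161 higher, 1234 lower) and 4202 from 192 to 288 h (1254 higher, 2948 lower). The counts of the small steps moved in both directions. From 2 to 4 h the count was 31 without replicate 8 and 554 with replicate as a block, and from 4 to 6 h it was 8 without replicate 8 and 280 with the block. From 9 to 12 h it was 1 in a fit of the libraries of these time points alone and 401 with the block. Leaving out the 2 libraries with the most ribosomal RNA, an alternative chosen after the data were seen, gave 2578 genes from -2 to 0 h, and leaving out any one replicate gave 2740 to 3668.

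The share of higher genes among those past the threshold depended on the scaling. Without scaling factors it was 66.9% in place of 48.4% from -2 to 0 h, 5.39% in place of 25.5% from 0 to 2 h, 7.5% in place of 39.5% from 2 to 4 h and 15% in place of 25.7% from 4 to 6 h. It was 13.8% in place of 56.4% from 9 to 12 h, 7.12% in place of 44.5% from 12 to 24 h, 43.2% in place of 54.4% from 24 to 48 h, 35.4% in place of 49.4% from 48 to 96 h and 34.8% in place of 48.5% from 96 to 192 h. From 192 to 288 h the share was 61.3% without scaling factors, 37.4% with DESeq2 size factors and 49.5% with upper-quartile scaling, in place of 29.8%. Upper-quartile scaling also gave 49.2% from 0 to 2 h, 45.4% in place of 29.3% from 6 to 9 h and 44.2% from 9 to 12 h. It turned the majority to higher genes from -2 to 0 h (57.2%), from 12 to 24 h (52.4%) and from 48 to 96 h (56.7%). Relative to TMM, leaving out the scaling factors shifted the median log2 fold change of all genes by 0.14 from -2 to 0 h. The shift was -0.22 from 12 to 24 h and 0.21 from 192 to 288 h, where upper-quartile scaling gave 0.13. Library totals included ribosomal RNA, with 49.5% in replicate 6 at -2 h and 29.2% in replicate 8 at 24 h. Without scaling factors this lowers the other genes of those libraries, in the direction of the shifts from -2 to 0 h and from 12 to 24 h. The highest share at 192 or 288 h was 5.01%, so the shift from 192 to 288 h is not accounted for in this way.

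**Figure D2:**
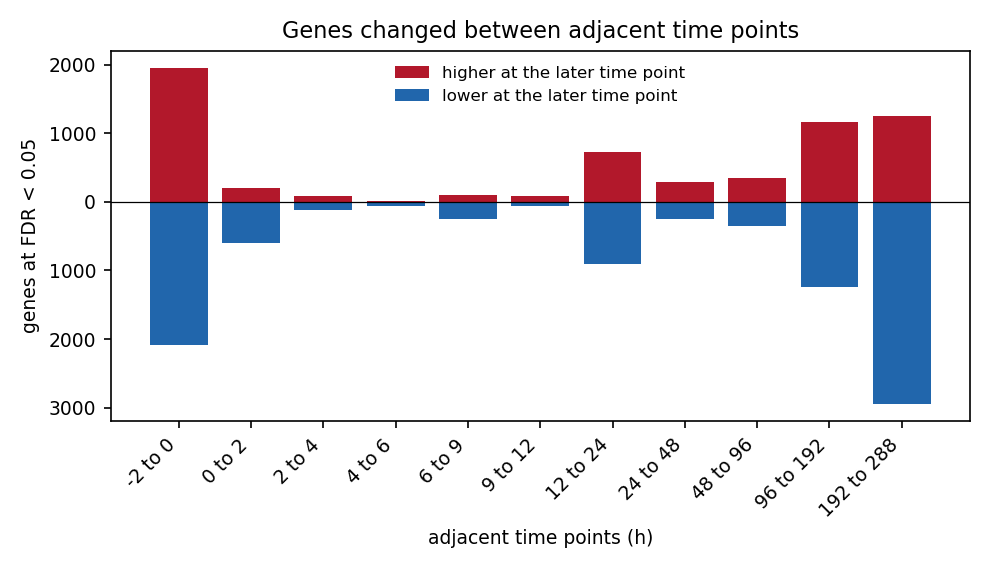
Number of genes (y axis) with higher expression (bars upward) and lower expression (bars downward) at an FDR under 0.05 for each of the 11 steps between adjacent time points (x axis, in h; steps are evenly spaced although their lengths differ), from edgeR with TMM scaling and 4 libraries per time point. The first and last steps have 4051 and 4202 genes, and the step from 4 to 6 h has 74.

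The rate of change from one time point to the next was compared to see whether expression change slows during starvation. The Euclidean distance per hour was 40.4 (SD 7.34 over 16 pairs of libraries) from -2 to 0 h, 32.1 (SD 5.17) from 0 to 2 h, 28.1 (SD 4.49) from 2 to 4 h and 25.8 (SD 3.20) from 4 to 6 h. It was 17.8 (SD 2.24) from 6 to 9 h, 17.5 (SD 2.28) from 9 to 12 h, 5.30 (SD 0.754) from 12 to 24 h and 2.32 (SD 0.158) from 24 to 48 h. It then was 1.21 (SD 0.127) from 48 to 96 h, 0.704 (SD 0.10) from 96 to 192 h and 0.805 (SD 0.10) from 192 to 288 h. The rate from 0 to 2 h was 39.8 times that from 192 to 288 h, and 36.3 to 43.2 times in the 4 replicates taken singly (SD 2.93, n = 4). In a 2-sided exact permutation test of the 4 distances within replicate numbers this difference had p = 0.0286, the smallest value the test can give. The rate from 192 to 288 h was above that from 96 to 192 h in 4 of 4 replicates, by 0.102 per hour on average (SD 0.0284, n = 4; 0.0749 to 0.128), with an exact permutation p of 0.0571 (2-sided). In an exact permutation test paired by replicate number, chosen after the data were seen, both comparisons had p = 0.125 (2-sided), the smallest value 4 pairs can give, so 4 replicates leave the paired test no way to pass 0.05.

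Much of the distance between neighbouring time points was also present between replicates. Replicates of the same time points were 49.7 to 56.8 apart on average, and libraries of adjacent time points 51.7 to 80.7 apart. The distance among replicates came to between 41.1% (-2 to 0 h) and 94.9% (4 to 6 h) of the squared distance of a step. After this part was subtracted, the rate was 31.4 from -2 to 0 h, 19.7 from 0 to 2 h, 9.56 from 2 to 4 h, 5.89 from 4 to 6 h, 6.89 from 6 to 9 h and 4.99 from 9 to 12 h. The corrected rate was 3.22 from 12 to 24 h, 0.977 from 24 to 48 h, 0.463 from 48 to 96 h, 0.394 from 96 to 192 h and 0.565 from 192 to 288 h. The correction moved the ratio of the 0 to 2 h rate to the 192 to 288 h rate most among the alternatives, from 39.8 to 34.9. The corrected distance from 4 to 6 h rested on few replicates: it was 11.8 with 4 replicates and from 1.35 to 14.0 in the fits that each left out one.

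**Figure D3:**
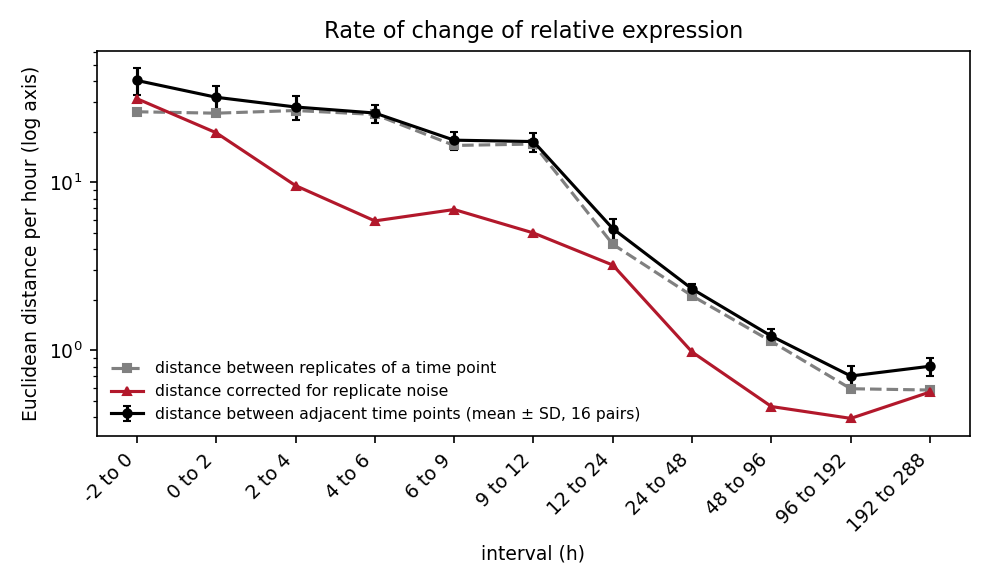
Rate of change (y axis, log scale, Euclidean distance in log2 mean-normalized CPM per hour) for the 11 steps between adjacent time points (x axis, in h, evenly spaced), with the mean and SD over 16 pairs of libraries (black), the distance among replicates divided by the same hours (grey, dashed) and the rate after that distance was subtracted (red). The measured rate falls from 40.4 to 0.805 per hour, and the corrected rate lies below it at each step.

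The time of highest expression was compared among the 6029 genes past an FDR of 1e-30. Expression peaked at -2 h in 1505 genes (25.0%), at 0 h in 518, at 2 h in 578 and at 4 h in 324, so that 48.5% peaked at 4 h or earlier. It peaked at 6 h in 198 genes, at 9 h in 57, at 12 h in 158, at 24 h in 202, at 48 h in 177, at 96 h in 337, at 192 h in 919 and at 288 h in 1056 (17.5%). The share with a peak at 96 h or later was 38.3% (SD 1.43 over 4 replicates), and no scaling factor moved it most, to 27.6%. Expression was lowest at 288 h in 2090 genes and at -2 h in 1526.

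Clustering of the same 6029 genes asked which temporal patterns occur. It gave 121 clusters and left 21 genes in none, and the 10 largest clusters held 69.7% of the genes. With the means of single replicates in place of those of all 4, there were 190 to 208 clusters with 55.9 to 61.3% of the genes in the 10 largest. Mean CPM peaked at 192 h in the largest cluster (930 genes), at -2 h in the second (748 genes), at 2 h in the third (600 genes), at 288 h in the fourth (464 genes) and at 96 h in the fifth (424 genes). The next 5 clusters peaked at -2 h (364 genes), 4 h (274 genes), 0 h (147 genes), 48 h (142 genes) and 6 h. Thus 3 of these 10 clusters, with 1818 genes, peaked at 96 h or later and 5, with 2133 genes, at 4 h or earlier. The number of clusters was 8 with genes chosen by the quasi-likelihood test and 278 with a maximum distance of 0.1.

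**Figure D4:**
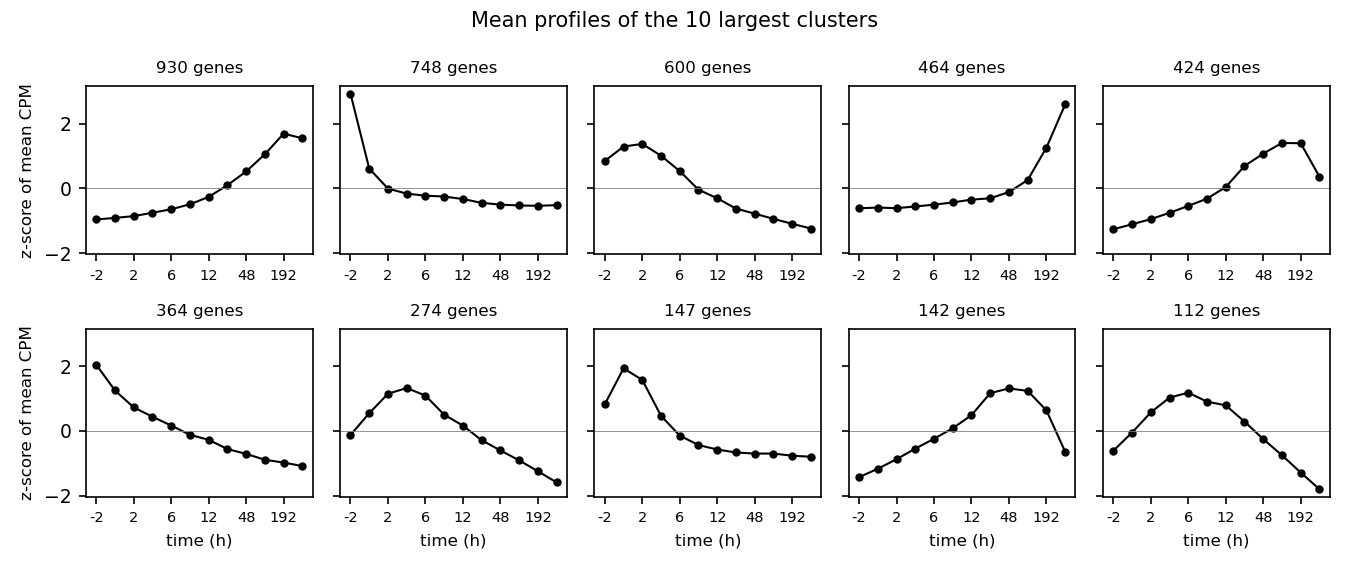
Mean relative expression (y axis, z-score of the mean CPM over the 12 time points) against h of L1 arrest (x axis, time points evenly spaced) in the 10 largest clusters, with the number of genes above each panel; each line is the mean over the genes of a cluster. In 3 of the clusters the line peaks at 96 h or later, and in 5 at 4 h or earlier.

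The early response was measured as 12 h against 0 h, the nominal hatch. By the study's hatching counts, many larvae hatched only after 0 h. This comparison therefore also spans hatching, which it cannot separate from starvation. edgeR gave 7720 genes at an FDR under 0.05 (3767 higher, 3953 lower), of which 1369 were at least 2-fold higher and 1884 at least 2-fold lower. Without scaling factors, 38.2% of the genes past the threshold were higher in place of 48.8%, and the median of all genes shifted by -0.12. The share was 49.0% with DESeq2 size factors and 52.7% with upper-quartile scaling, so whether more genes rose or fell depended on the scaling. Among the 3448 genes that met the criteria for naming, the largest rise was in hsp-12.6 (F38E11.2), whose expression went from 2.21 CPM (SD 0.592, n = 4) to 85.8 CPM (SD 32, n = 4), a log2 fold change of 5.26 (SE 0.32, edgeR FDR 7.52e-18). It was followed by dpy-5 (F27C1.8) at 4.00 (SE 0.80, edgeR FDR 4.7e-05), dao-6 (T05G5.12) at 3.64 (SE 0.30), fbxa-162 (C08E3.5, a pseudogene in the current annotation) at 3.52 (SE 0.18) and arrd-11 (R06B9.1) at 3.08 (SE 0.23). The largest fall was in the collagen gene col-65 (K08C9.4), from 509 CPM (SD 101, n = 4) to 5.00 CPM (SD 1.52, n = 4), a log2 fold change of -6.67 (SE 0.37, edgeR FDR 7.78e-19). The next falls were in col-130 (F08G5.4) at -6.36 (SE 0.35), col-125 (C29F4.1) at -6.31 (SE 0.33), hmit-1.2 (Y51A2D.5) at -6.30 (SE 0.51) and col-77 (M195.1) at -6.29 (SE 0.37). Each of these 10 genes moved the same way in 4 of 4 replicates, and none of the 10 alternatives tried for single genes (scalings, filters, each replicate left out and the block) changed a call among them. Collagen genes are close paralogs and reads with up to 2 locations were kept, so reads of paralogs are not excluded from these counts.

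The late response was measured as 288 h against 24 h. By the study's survival counts, most larvae had died by 288 h. Changes in living larvae and loss of RNA in dead or dying ones cannot be told apart in this comparison. edgeR gave 8585 genes at an FDR under 0.05 (3767 higher, 4818 lower), of which 1572 were at least 2-fold higher and 2675 at least 2-fold lower. The share of higher genes among these was 43.9% with TMM, 52.2% without scaling factors, 49.3% with DESeq2 size factors and 50.2% with upper-quartile scaling, so whether more genes rose or fell depended on the scaling. Leaving out the scaling factors shifted the median of all genes by 0.12. Without them, the 29.2% of ribosomal RNA in the 24 h library of replicate 8 works in that direction. With 192 h as the late end point, 6737 genes passed (3289 higher, 3448 lower). Among the 3882 genes that met the criteria for naming, the largest rise was in ins-20 (ZK84.7), from 2.65 CPM (SD 1.34, n = 4) to 76.3 CPM (SD 19.7, n = 4), a log2 fold change of 4.85 (SE 0.34, edgeR FDR 1.65e-16). The next were rml-4 (C01F1.3) at 4.25 (SE 0.34), aak-1 (PAR2.3) at 4.07 (SE 0.18), hsp-4 (F43E2.8) at 3.99 (SE 0.36) and hsp-16.21 (F08H9.4) at 3.77 (SE 0.35). Expression of aak-1 went from 43.0 CPM (SD 4.01, n = 4) to 724 CPM (SD 168, n = 4). The largest fall was in clec-76 (Y46C8AR.1), from 44.5 CPM (SD 6.77, n = 4) to 0.668 CPM (SD 0.473, n = 4), a log2 fold change of -6.02 (SE 0.35, edgeR FDR 3.96e-19) that rested on 1 to 13 counts per library at 288 h. The next were col-42 (Y69H2.14) at -5.87 (SE 0.37), unc-54 (F11C3.3) at -5.63 (SE 0.23), nep-17 (F54F11.2) at -5.62 (SE 0.22) and col-39 (C09G5.4) at -5.56 (SE 0.27). Expression of unc-54, which encodes a muscle myosin heavy chain, went from 9273 CPM (SD 557, n = 4) to 187 CPM (SD 46.5, n = 4). Each of these 10 genes moved the same way in 4 of 4 replicates, and none of the same 10 alternatives changed a call among them.

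Whether the late response continues the early one was assessed on the 4776 genes past the threshold in both comparisons. Of these, 61.5% moved in the same direction, against 48.9% from the numbers of rises and falls in each comparison alone. In detail, 1331 genes rose in both and 1604 fell in both, while 1298 rose early and fell late and 543 fell early and rose late. The Pearson r between the early and late log2 fold changes across all genes tested was 0.0762 on average over the 4 replicates (SD 0.0464, n = 4; 0.122 in replicate 1, 0.0338 in replicate 5, 0.0388 in replicate 6 and 0.110 in replicate 8), and genes are not independent replicates. The end point moved both values most: with 192 h in place of 288 h, 71.5% of 3945 genes moved in the same direction (49.7% from the margins), and r was 0.181.

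The 9 regulators that the study discusses were examined for changes in their own expression, which says nothing of the activity of their products. In the edgeR test over all time points, 9 of 9 passed an FDR of 0.05 over all genes, and 9 of 9 adjusted over the list alone. Without scaling factors 8 passed over the list, and 8 did so with genes at a mean CPM of at least 10, where cec-4 was below the filter. From 0 to 12 h, 4 of 9 passed over all genes and 4 of 9 adjusted over the list alone. These were ama-1 (F36A4.7) with a log2 fold change of 0.75 (SE 0.16, edgeR FDR 0.000185), skn-1 (T19E7.2) with 0.58 (SE 0.12, edgeR FDR 0.000108), aak-2 (T01C8.1) with 0.51 (SE 0.09, edgeR FDR 9.42e-06) and cec-4 (F32E10.2) with -0.66 (SE 0.18, edgeR FDR 0.00233), each the same way in 4 of 4 replicates. The other 5 had log2 fold changes from -0.15 (hlh-30) to 0.20 (daf-18). The edgeR FDR of daf-18 was 0.0833 with TMM and from 0.0413 to 0.698 over 10 alternatives, past the threshold with upper-quartile scaling, the only call that changed among these 9, and daf-16 and hpl-2 went to -0.072 and -0.057 without scaling factors.

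From 24 to 288 h, 8 of 9 regulators passed over all genes and 8 of 9 adjusted over the list alone. The log2 fold changes were 0.68 for daf-16 (R13H8.1, SE 0.13, edgeR FDR 1.69e-05), 0.59 for hpl-2 (K01G5.2, SE 0.12, edgeR FDR 5.14e-05) and -0.47 for daf-18 (T07A9.6, SE 0.10, edgeR FDR 7.57e-05), each the same way in 4 of 4 replicates and past the threshold under the 10 alternatives tried for single genes. The remaining calls changed with at least 1 of the alternatives. lin-35 (C32F10.2) rose by 0.41 (SE 0.16, edgeR FDR 0.0286; 4 of 4 replicates), with FDR from 0.00284 to 0.138 over 10 alternatives, and did not pass without a filter or without replicate 5, 6 or 8. ama-1 rose by 0.43 (SE 0.16, edgeR FDR 0.0243; 4 of 4 replicates), with FDR from 0.00276 to 0.104, and did not pass without a filter or without replicate 8. skn-1 rose by 0.46 (SE 0.12, edgeR FDR 0.00147; 4 of 4 replicates), with FDR from 8.81e-05 to 0.0503, and did not pass without replicate 6. hlh-30 (W02C12.3) rose by 0.45 (SE 0.13, edgeR FDR 0.0046; 3 of 4 replicates), with FDR from 0.000298 to 0.0512, and did not pass without replicate 1. cec-4 had a log2 fold change of -0.54 (SE 0.20, edgeR FDR 0.0202; lower in 3 of 4 replicates) at 4.43 CPM, with FDR from 0.0103 to 0.173 over 9 alternatives, and did not pass without scaling factors, with upper-quartile scaling or without replicate 1 or 6. aak-2 did not pass (0.15, SE 0.09, edgeR FDR 0.168) and was higher in 3 of 4 replicates. Its edgeR FDR ran from 0.0104 to 0.734 over 10 alternatives. It passed with DESeq2 size factors, with upper-quartile scaling and among genes at a mean CPM of at least 10. Of the AMPK genes only aak-2 was on the list, and aak-1, named above, rose by 4.07 over the same interval. The missing call for aak-2 therefore does not speak for AMPK genes as a whole.

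For 10 gene lists of general processes and tissues, the median log2 fold change asked whether a list as a whole moved more than other genes. From 0 to 12 h, camera with the correlation estimated from the data gave 0 of 10 lists past 0.05 after adjustment and 1 at an unadjusted p under 0.05. That list was autophagy and lysosome (30 genes), with a median of 0.48 and an unadjusted p of 0.045 (adjusted 0.177, and from 1.26e-09 with fry to 0.539 over 12 alternatives; past 0.05 also with upper-quartile scaling and with a preset correlation). The medians of the other lists were 0.79 for neuropeptides (102 genes), 0.53 for DAF-16 targets (19 of 20 genes tested), 0.48 for ribosomal proteins (63 genes), 0.30 for the proteasome (33 genes), 0.29 for heat shock proteins (25 genes), 0.14 for the respiratory chain (24 genes), -0.20 for germline genes (42 genes), -0.70 for muscle genes (28 genes) and -0.80 for collagens (148 genes). A preset correlation of 0.01 put 7 of these lists past 0.05 and fry put 7 past it. No scaling changed the direction of a list median in this comparison or the next.

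From 24 to 288 h, camera gave 3 of 10 lists past 0.05. The muscle list had a median of -2.48 (SD 0.19 over 4 replicates; adjusted p 0.00175), with 24 of 28 genes lower at an FDR under 0.05 and 0 of 28 higher. The DAF-16 target list had a median of -2.09 (SD 0.30; adjusted p 0.0289), with 16 of 19 genes lower, and the respiratory chain list had -1.49 (SD 0.08; adjusted p 0.0363), with 23 of 24 genes lower. The medians of these 3 lists were negative in 4 of 4 replicates, and the 3 calls held with a preset correlation of 0.01 and with fry. With replicate as a block, the muscle list passed (0.00395) while the DAF-16 target and respiratory chain lists did not (0.0607 for both). Over 13 alternatives the adjusted p ran from 1.32e-25 to 0.124 for muscle genes (past 0.05 in 12), from 7.53e-18 to 0.24 for DAF-16 targets (past 0.05 in 7) and from 7.26e-23 to 0.24 for the respiratory chain (past 0.05 in 7), with the highest value of each without scaling factors. The remaining medians were 2.39 for heat shock proteins (adjusted p 0.177; 18 of 25 genes higher), 0.52 for neuropeptides, 0.37 for the proteasome, 0.33 for germline genes (adjusted p 0.613), 0.19 for autophagy and lysosome, -0.26 for collagens and -0.52 for ribosomal proteins. The germline median was -0.051 among genes at a mean CPM of at least 10. The collagen median was -2.50 with that filter (-2.39 from 0 to 12 h) and -0.72 without replicate 5. A preset correlation put 8 lists past 0.05 and fry put 10 past it. Whether a list moved differently in the early and the late comparison was not tested.

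**Figure D5:**
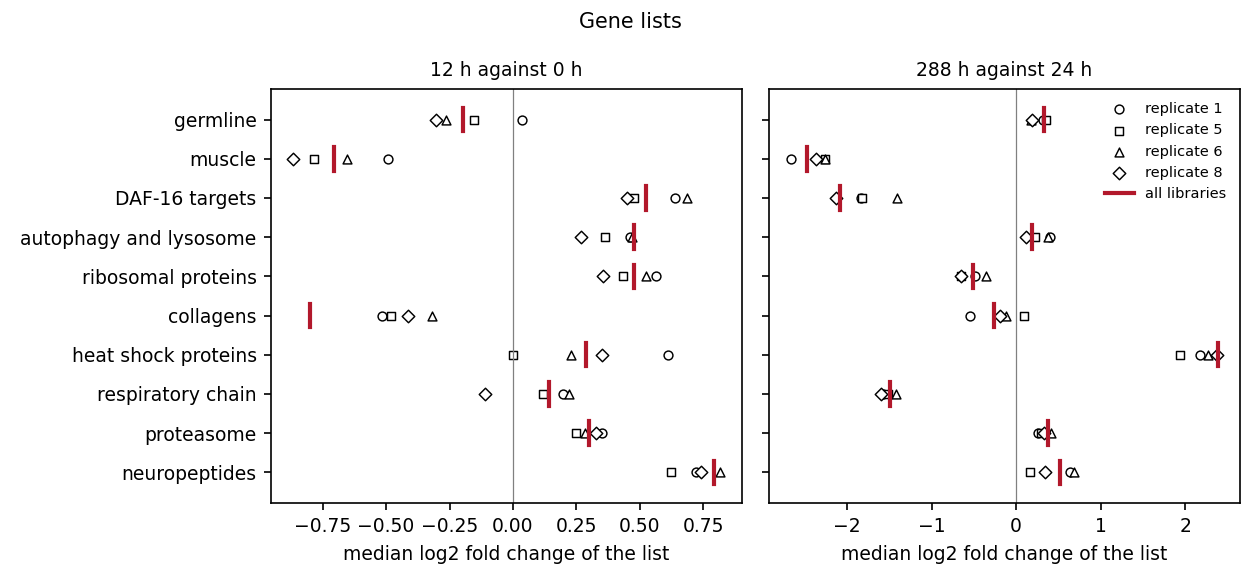
Median log2 fold change (x axis) of 10 gene lists (y axis) for 12 h against 0 h (left) and 288 h against 24 h (right); vertical red marks are the median of the edgeR fold changes of a list, and points are the medians within single replicates, computed from log2 CPM with 1 added and so closer to 0 where a list holds weakly expressed genes. At 288 h the points of the muscle, DAF-16 target and respiratory chain lists are below 0 in 4 of 4 replicates.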

Values the study reported

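The study kept 16,699 genes after its filter and found 14,034 of them, over 84%, differentially expressed across the time series at an FDR of 0.05. At its stringent threshold it counted 6,027 genes, over 35%. Clustering of those genes gave 129 clusters. The average share of reads that mapped was 81.5%, with a standard deviation of 2.0%. Its hatching counts put the share of larvae that hatched from 0 to 2 h near 50%, and the total hatched at 4 h near 80%. Survival was given as about 80% on day 8 and about 30% on day 12.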

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

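All tests of explanations in this part were chosen only after the results were seen. Among 156 groups of 4 libraries or 4 replicates, 13 held a value whose gap to the nearest other was large against the range of the group (Dixon's test at its 95% level), where chance alone gives about 7.8. Of the 13, 8 came from replicate 6. The 95% Wilson intervals of the shares of reads in single libraries were at most 0.0593 percentage points wide, so counting error explains none of the shares below.

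The -2 h library of replicate 6 had 49.5% of its gene counts in ribosomal RNA, while the other replicates of that time point had 2.79 to 5.07%, and 86.9% of its reads aligned, against 81.6 to 82.2%. A candidate explanation is that ribosomal RNA was left in the library and the other genes were unaffected. Without ribosomal RNA genes, its distance to its replicates was 1.23 times the distance among them, inside the range of 0.797 to 1.36 over 46 other libraries, of which 2 were as high. For the 24 h library of replicate 8, with 29.2%, the same ratio was 0.929. Both values go with that explanation. Leaving out these libraries gave 2578 genes from -2 to 0 h in place of 4051. Leaving out any one replicate gave 2740 to 3668, with 2857 without replicate 6. These fits differ in the number of libraries, so they do not decide whether the lower count is specific to these libraries. Whether the other genes of these libraries were free of any effect too small for this distance is open. No biological explanation was tested.

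Smaller excesses of ribosomal RNA stood out in the 6 h library of replicate 1 (6.98%, others 1.75 to 2.45%) and in the 48 h library of replicate 6 (8.28%, others 2.66 to 3.32%). The share of aligned reads was low in replicate 6 at 4 h (77.5%, others 81.8 to 82.2%), at 48 h (78.4%, others 82.2 to 82.7%) and at 96 h (77.1%, others 82.2 to 82.3%). The share of reads that aligned outside genes was high in the 2 h library of replicate 5 (3.76%, others 2.80 to 2.89%) and in the 6 h library of replicate 8 (3.31%, others 3.07 to 3.09%). In replicate 6 the unaligned share was the highest of the 4 replicates at 10 of 12 time points, with a mean of 20.5% against 18.3% in replicate 1, 18% in replicate 5 and 17.3% in replicate 8. The unaligned reads themselves were not used here, so neither a technical nor a biological source of them was tested.

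A pair of values of replicate 6 concerned its place in the time course. Its 0 h library scored -90.0 on the first component, and the others scored -76.9 to -75.8, on the side of the -2 h libraries. Its rate of change from 2 to 4 h was 27.7 per hour within that replicate number, and the others had 23.1 to 23.3. The deviation of replicate 6 from the time point means correlated across genes with the slope over time by -0.49 at -2 h, -0.51 at 0 h, -0.35 at 2 h and -0.27 at 4 h, while that of replicate 8 did so by 0.39, 0.53, 0.46 and 0.13. A different stage of the embryos at the start is a candidate explanation for these values. It is not the whole of what libraries of one replicate number share, since their deviations kept a median r of 0.198 after the position along the time course was removed. The hatched share per replicate was not used here, so the stage itself was not tested.

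In replicate 5 the log2 change of col-42 from 24 to 288 h was -4.90, and the others had -6.32 to -6.11. In replicate 1 the log2 change of daf-18 over the same interval was -0.31, and the others had -0.52 to -0.49. Both kept the direction of the other replicates. No explanation was tested for either.

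Reads that aligned outside annotated genes, which no comparison used, made up 6.10% of aligned reads at 288 h (SD 0.749, n = 4), against 3.69 to 4.06% in the libraries of 0 h. They were higher in 4 of 4 replicates, with a 2-sided exact permutation p of 0.0286, the smallest that 4 against 4 values can give. Reads in 15351 entries for piRNA genes, short sequences that an mRNA library is not made to capture, summed to 267 CPM at 288 h (SD 71.6, n = 4), against 147 to 184 CPM at 0 h (4 of 4 replicates, exact permutation p 0.0286, 2-sided). From 192 to 288 h the share outside genes rose by a factor of 1.38 and the piRNA sum by 1.65 (SD 0.218, n = 4; exact permutation p 0.0571, 2-sided), each in 4 of 4 replicates. Paired by replicate number, the exact permutation p of each of these comparisons was 0.125, the smallest that 4 pairs can give. Both measures also differed between replicates throughout. Replicate 5 had the highest piRNA sum at 11 of 12 time points and the highest share outside genes at 9 of 12, and its 96 h library had 271 CPM, within the range of 186 to 358 CPM at 288 h. A high piRNA sum in a single library is therefore not particular to 288 h. A difference in depth as the whole cause is argued against, because the time point with the lowest mean depth, -2 h with 11102288 counts, had a share outside genes of 3.77%. Background reads from sequence that is not expressed as mRNA, such as genomic DNA, would raise both measures together, and the factor of 1.65 is consistent with that. Per the labels, more larvae were collected at 192 and 288 h to make up for deaths, so that dead animals, the larger collection and time in arrest coincide at 288 h. A change in transcription outside genes is a biological explanation that was not tested.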

How the results depend on the processing

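The named genes kept their direction and call under the 10 alternatives tried for single genes, which were other scalings and filters, each replicate left out and the block. With the exceptions given below, the counts across all time points and in both long comparisons stayed within 1.5 times those of the report, and counts of the short steps moved by more than that. For each alternative below, the cause of the change was not tested unless its construction gives it. The stricter filter tests fewer genes, a minimum change of 2-fold removes genes by construction, and leaving out a replicate leaves fewer libraries.

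A minimum change of 2-fold left 1072 genes from -2 to 0 h, 361 from 0 to 2 h, 81 from 2 to 4 h, 31 from 4 to 6 h, 83 from 6 to 9 h, 34 from 9 to 12 h, 431 from 12 to 24 h, 107 from 24 to 48 h, 104 from 48 to 96 h, 683 from 96 to 192 h and 1221 from 192 to 288 h. It left 3253 genes for 12 h against 0 h and 4247 for 288 h against 24 h. With replicate as a block, edgeR gave 1645 genes from 0 to 2 h, 554 from 2 to 4 h, 280 from 4 to 6 h, 824 from 6 to 9 h, 401 from 9 to 12 h, 2472 from 12 to 24 h, 1070 from 24 to 48 h and 1403 from 48 to 96 h. Apart from these counts and the gene lists below, the block changed no other call.

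Without scaling factors the counts were 482 from 0 to 2 h, 80 from 2 to 4 h, 20 from 4 to 6 h, 93 from 6 to 9 h, 29 from 9 to 12 h, 139 from 24 to 48 h, 206 from 48 to 96 h and 1527 from 96 to 192 h. Upper-quartile scaling gave 115 from 4 to 6 h. DESeq2 gave 368 from 2 to 4 h, 210 from 4 to 6 h, 607 from 6 to 9 h, 290 from 9 to 12 h, 882 from 24 to 48 h and 1183 from 48 to 96 h. A fit of only the compared groups gave 48 from 2 to 4 h, 29 from 4 to 6 h, 1 from 9 to 12 h, 1240 from 24 to 48 h and 1068 from 48 to 96 h. The likelihood ratio test gave 132 from 4 to 6 h and 230 from 9 to 12 h. With genes at a mean CPM of at least 10 there were 168 from 4 to 6 h, 553 from 6 to 9 h, 1081 from 48 to 96 h and 8209 across all time points. Without a filter there were 427 from 48 to 96 h. Leaving out the 2 libraries with the most ribosomal RNA, chosen after seeing the data, gave 2578 from -2 to 0 h. The quasi-likelihood test gave 238 genes across all time points at an FDR of 1e-30.

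Leaving out one replicate lowered the counts of the steps. Across the 4 fits that each left out one replicate, the genes past the threshold ran from 420 to 614 genes from 0 to 2 h, from 31 to 105 from 2 to 4 h, from 8 to 53 from 4 to 6 h, from 81 to 282 from 6 to 9 h, from 20 to 49 from 9 to 12 h, from 962 to 1186 from 12 to 24 h, from 162 to 339 from 24 to 48 h, from 213 to 503 from 48 to 96 h and from 1425 to 1910 from 96 to 192 h. The lowest counts came without replicate 6 from 0 to 2 h, without replicate 5 or 8 from 9 to 12 h and without replicate 8 in the other 7 of these steps. The share of the first component ran from 58.7 to 60.7%, the share of genes that peak at 96 h or later from 37.0 to 42.1%, the share of genes in the 10 largest clusters from 71.7 to 74.3% and the number of gene lists past 0.05 from 24 to 288 h from 1 to 3 across the same fits. Without replicate 5 or without replicate 8 the list that passed was muscle.

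The ratio of rates was 34.9 after the correction for distance among replicates, an alternative chosen after seeing the data. Permutation tests paired by replicate number, also chosen then, gave p = 0.125 for both comparisons of rates, the smallest value possible with 4 pairs. The first component held 55.9% without a filter, 69.3% with genes at a mean CPM of at least 10 and 49.2% with a pseudocount of 0.1, where the second held 13.1%. The share of genes that peak at 96 h or later was 27.6% without scaling factors, 40.9% with DESeq2 size factors, 42.6% with upper-quartile scaling, 35.5% without a filter and 41.9% with genes at a mean CPM of at least 10. There were 8 clusters when the quasi-likelihood test chose the genes, with 99.6% of them in the 10 largest, and 278 clusters at a maximum distance of 0.1, with 46.1%. Without scaling factors the 10 largest held 74.5%. With 192 h as the late end point, 71.5% of genes moved in the same direction early and late and the mean r was 0.181, and among genes at a mean CPM of at least 10 the mean r was 0.146.

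The number of gene lists past 0.05 from 0 to 12 h was 1 with upper-quartile scaling, 7 with a preset correlation and 7 with fry. From 24 to 288 h it was 0 without scaling factors (3 at an unadjusted p under 0.05), 1 with genes at a mean CPM of at least 10, 1 with replicate as a block, 1 with 192 h as the end point, 8 with a preset correlation and 10 with fry. Directions reversed in 4 cases, none of them past 0.05: the median of the germline list from 24 to 288 h was -0.051 with genes at a mean CPM of at least 10, that of the ribosomal protein list was 0.089 with 192 h as the end point, and without scaling factors the log2 fold changes of daf-16 and hpl-2 from 0 to 12 h were -0.072 and -0.057. Over all alternatives, single gene lists gained a call in 27 cases, lost one in 13 and kept theirs in 208, regulators gained one in 4, lost one in 12 and kept theirs in 160, and the named genes kept theirs in 200 of 200. cec-4 was below the filter at a mean CPM of 10 and gave no value there. Over all 12 time points, 8 regulators passed without scaling factors and 8 with that filter. The collagen median was -2.39 from 0 to 12 h and -2.50 from 24 to 288 h with that filter, and -0.72 from 24 to 288 h without replicate 5.

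The depth of 10164115 to 15962842 counts per library limited weakly expressed genes. Genes at up to 3 counts in every library of a group occurred in the collagen list (2 genes from 0 to 12 h, 4 from 24 to 288 h), the neuropeptide list (2 genes from 24 to 288 h) and, from 24 to 288 h, 1 gene each in the DAF-16 target and heat shock protein lists. With such genes at the bound that this floor allows, and genes at the floor in both groups left out, the collagen medians were -0.80 and -0.26, and from 24 to 288 h the neuropeptide median was 0.48 in place of 0.52 and those of the DAF-16 target and heat shock protein lists were -2.09 and 2.39.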

Other observations

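All tests of explanations in this part were chosen only after the results were seen.

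The other scalings and the 192 h end point used below had been fixed beforehand as alternatives. Only their use against an explanation was chosen later. How often other splits of the same 8 libraries gave as many genes was counted for each comparison, in a fit of those libraries alone with replicate numbers ignored. The real split was alone among 35 splits (1 of 35 with as many genes) from -2 to 0 h, 0 to 2 h, 6 to 9 h, 12 to 24 h, 24 to 48 h, 48 to 96 h, 96 to 192 h and 192 to 288 h, and for 12 h against 0 h and 288 h against 24 h. From 2 to 4 h, 2 of 35 splits gave as many as the real one, with 48 genes in the real split and 80 in the largest other. From 4 to 6 h it was 2 of 35, with 29 and 233 genes, and from 9 to 12 h it was 3 of 35, with 1 and 439 genes. In these 3 cases the largest other split parted none of the 4 replicate pairs, so that it set whole replicates against each other. Among the 8 splits that part all 4 pairs, the real one was alone in each comparison. In a fit with replicate as a block these 3 steps gave 554, 280 and 401 genes. The counts without a block at these steps may therefore be held down by differences between replicates.

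For the regulators, 1 of 35 splits gave as many past the threshold from 0 to 12 h and 1 of 35 from 24 to 288 h, with 7 in the real split of the latter. For the gene lists, the fit of 8 libraries alone put 1 list past 0.05 in each comparison, and 1 of 35 splits gave as many from 0 to 12 h and 2 of 35 from 24 to 288 h. The other split there did not part all 4 replicate pairs, and among the 8 splits that do, the real one was alone in both comparisons. A share of 1 in 8 is too large to exclude chance, so the number of lists from 24 to 288 h stays open in this test. For the test over all time points, 40 random regroupings of the 48 libraries gave at most 3053 genes at an FDR of 0.05 (median 462.5), so that 1 of 41 groupings, the real one, gave 14427, and again 1 of 41 gave 6029 at 1e-30. In 24 regroupings that kept libraries within their replicate number, the largest count at 0.05 was 5656.

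That the rate of change falls could come from replicate noise divided by longer intervals, since the distance among replicates was nearly constant and its division by the hours alone gives a ratio of 44.4 between the interval from 0 to 2 h and that from 192 to 288 h. After the squared distance within time points was subtracted, the ratio was 34.9 (33.0 to 37.9 when one replicate was left out), so noise is not the whole cause of the fall. The last step showed a rise in rate: the corrected rate from 192 to 288 h was 1.44 times that from 96 to 192 h (1.40 to 1.50 when one replicate was left out). Both intervals last 96 h, and noise divided by the hours is argued against by that value. The uncorrected rates rose in 4 of 4 replicates, but the exact permutation p of 0.0571 (2-sided) did not pass 0.05. Deaths between 192 and 288 h and the larger collection of larvae coincide with this step and were not tested.

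Libraries of one replicate number deviated together from the time point means, with a median r across genes of 0.213. With the position along the time course removed it was 0.198, and among genes with a mean CPM of at least 50 it was 0.326, so neither a different stage at the start nor background reads in weakly expressed genes is likely to be the whole cause. Differences between the embryo preparations, or in their handling, stay open, as does which replicate number combined several cultures. At -2 h, 3 libraries matched another replicate number best. A mislabelled sample and a mixture of stages before hatching cannot be told apart there, because each replicate has 1 library at that time point and the stage itself was not tested.

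From 192 to 288 h, more genes were lower than higher with TMM scaling (29.8% higher). The highest share of higher genes under other scalings was 61.3%, without scaling factors, so the scaling factors may account for this imbalance, and no direction is given for the transcriptome as a whole. mRNA-seq counts are relative, and the content of RNA per animal was not measured in these libraries. In a separate experiment on other strains, the study found less total RNA per larva late in starvation. It proposes that mRNA fell about in step. A rise given here is therefore a rise relative to other genes and need not be a rise per animal.

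The medians of the muscle, DAF-16 target and respiratory chain lists fell from 24 to 288 h. Across 8271 genes the Spearman correlation of the log2 fold change with exon length was 0.116, so shorter genes tended to fall. The median length was 881 bp for DAF-16 targets and 952.5 bp for the respiratory chain, against 1341 bp for all genes tested. Among 10000 random lists matched in length and in CPM at 24 h, 0 had a median as low as the DAF-16 target list (lowest -1.49) and 2 as low as the respiratory chain list (lowest -1.78), which argues against length and abundance for both. Muscle genes were longer (2433 bp), so length works against their fall, and although 0 of their matched lists were as low, that is no evidence on length. The highest medians under the other 3 scalings were -2.35, -1.95 and -1.35, which argues against scaling for the direction of the 3 lists, although the test against other genes depended on the block and the scaling as given above. With 192 h as the end point the medians were already -1.06 for muscle, -1.11 for DAF-16 targets and -0.75 for the respiratory chain, each negative in 4 of 4 replicates. The share of reads outside genes was then 4.42% (SD 0.441), against 4.18% (SD 0.897) at 24 h and 6.10% at 288 h, which argues against the background at 288 h as the whole cause of the fall. A change in these transcripts in living larvae is one hypothesis, and loss of RNA in dead or dying animals, which was not tested, stays open. The DAF-16 target and heat shock protein lists share 2 genes.

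The study described genes expressed in muscle as tending to peak late in arrest. The muscle list here, of genes for structural and contractile proteins, had a negative median in both comparisons instead. Its overlap with the genes used by the study was not tested. The study also described germline-enriched genes, defined from other data, as increasing in relative expression late in arrest. The germline list here, of 42 genes from general knowledge, had a median of 0.33 from 24 to 288 h (camera adjusted p 0.613). Its overlap with the study's germline genes was not tested either, so it does not decide on that description.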
